A study of Mus musculus with 5 samples. Its data were reported in "Circadian Clock Genes Contribute to the Regulation of Hair Follicle Cycling" (2009).

How the data were processed

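Dorsal skin RNA of 5 mice at postnatal day 23 (P23) was profiled, 1 Affymetrix whole-genome mouse expression array per mouse. The labels name 2 *Clock* mutant mice and 3 wild-type littermates as biological replicates and place every sample in telogen, the resting phase of the hair growth cycle, from histological staging by the authors. *Clock* mutant replicate 1 was male and the other 4 mice were female. Total RNA was extracted with Trizol and 11 µg was used to make biotinylated cRNA.

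The values were signal intensities deposited by the authors, 1 per probe set and array, made with MAS5 per the labels. The MAS5 version, any further filter and the scanner settings were not given in the sources used here, and detection calls and scanner files were not used here. MAS5 subtracts mismatch signal and scales each array by a single factor. Tested on the values, each array had a 2% trimmed mean of 500.0 on a linear scale, and no value was at or below 0. MAS5 values are noisy at low intensity, so that differences between dim probe sets have large errors. Median intensities were 106.0 and 114.4 in *Clock* mutant replicates 1 and 2 and 116.1, 118.1 and 116.9 in wild-type replicates 1, 2 and 3. Their medians differed by at most 0.16 on the log2 scale, under the limit of 0.2 above which quantile normalization would have replaced the deposited scaling. Pearson correlations of log2 intensity between arrays lay between 0.950 and 0.960. The number of arrays limits the precision of every comparison.

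The table held 45101 probe sets, of which 64 were controls and left out of the tests. Genes were named from the platform annotation supplied with the array. Of the other 45037 probe sets, 34945 had 1 gene symbol, 932 had several and 9160 were unnamed here. Gene identifiers of 34741 probe sets matched the RefSeq gene table of assembly GRCm38.p6, and 0 symbols needed an update. That table was used for names only, since the deposited values carry no genome positions. No gene was named from a probe set with several symbols.

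Intensities under 1 (2441 values) were set to 1 and log2 was taken. Probe sets with a mean log2 intensity under the 40th percentile, an intensity of 56.7, were left out (18015), and 27022 were tested. *Clock* mutant and wild-type skin were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend, two-sided), with Benjamini-Hochberg adjustment over all tested probe sets and a threshold of 0.05. The prior had 6.04 degrees of freedom. Probe sets at an unadjusted p under 0.001, the threshold that the study's methods state for its *Bmal1* arrays, were counted as well. The study's methods give no test for the *Clock* arrays. A gene stands for its brightest probe set that passed the filter and had 1 symbol, which gave 12955 genes. Where probe sets of a named gene disagreed on the call, the text says so.

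Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01 and again with an estimated correlation, and with fry, each adjusted over the 26 lists that could be tested. Of 305 list genes, 284 had a probe set with 1 symbol, and the rest were not analysed here, among them *Ccnb1*, *Gapdh* and *Ddx3y*. Blood genes had 1 measured member and were not tested, and sex-linked and housekeeping genes were used as values only. The groups, the tests, the lists, the alternatives and the rule for naming genes were chosen before the data were examined, except where the text says otherwise. The rule names every member of the 2 clock gene lists and of the cell cycle list, and the 10 largest rises and falls among genes past the adjusted threshold without overlap of the groups. Where fewer rises passed, genes at an unadjusted p under 0.001 were added in order of p up to 10. It also names the members with the smallest p of each other list that is described, the sex-linked genes and *Actb*. The text drops members of lists that it gives only as a group.

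The limma step was tested on simulated arrays with the means and spreads of the 27022 probe sets, 200 of them changed, in 20 runs. It recovered 12.1% of changes of 0.5, 59.7% of changes of 1, 82.9% of changes of 1.5 and 93.1% of changes of 2 on the log2 scale at the adjusted threshold, with 7.9 false calls per run. Over 12955 genes, camera called 100% of simulated sets of 11 genes shifted by -0.5 with either correlation, and 3.7% of unchanged sets with the preset and 0.1% with the estimated correlation. Correlation between genes was not varied in the simulation. These rates therefore cannot show how either test behaves on lists with a high estimated correlation, such as proliferation genes (0.856).

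The alternatives were quantile normalization, median centring, no filter, a filter at the 60th percentile, log2 of the intensity plus 32, eBayes without a trend or with a robust prior, a regularised test in the style of Cyber-T (window 101, prior weight 10), the mean of a gene's probe sets, the replicate number as a block, and leaving out each array in turn. The Cyber-T style test was first run with standard deviations averaged over the window. It was changed to average variances after its count on these arrays had been seen, because it gave 79.55 false calls per simulated run against 20.05 after the change. Both versions are given below. A sex term gives the same fit as leaving out *Clock* mutant replicate 1, the only male. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for tables, exact tests and plots.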

Results

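Gene expression was measured in the dorsal skin of 2 *Clock* mutant mice and 3 wild-type littermates at P23, when all 5 mice were staged as telogen. The *Clock* allele is a point mutation that alters splicing of the message for CLOCK, the partner of BMAL1 in activating E-box genes. The comparison asks which genes differ in the mutants before their hair growth falls behind. Each value below is a MAS5 intensity or a log2 difference, *Clock* mutant minus wild type, with its standard error (SE) from limma. The sex-linked genes matched the labels. *Xist*, expressed from the inactive X chromosome, had an intensity of 65.2 in the male *Clock* mutant replicate 1 and 13145 to 13829 in the 4 female mice. The Y-linked *Kdm5d*, *Eif2s3y* and *Uty* had intensities of 403.3, 1270.1 and 247.9 in the male and at most 39.1 in the females.

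In *Clock* mutant skin, the clock genes *Per3* and *Per2*, which encode repressors of CLOCK, were lower than in wild-type skin, as were the enzyme genes *Gsta3*, *Fmo2* and *Akr1c14*. *Per3* fell from an intensity of 694 ± 113 (SD, n = 3) to 222 ± 36.0 (SD, n = 2), and *Gsta3*, a glutathione S-transferase, from 321 ± 55.5 (SD, n = 3) to 40.5 ± 3.7 (SD, n = 2). *Fbn2*, *Cldn10* and *Eln* were higher. As a set, E-box and D-box clock genes were lower, with a median log2 difference of -0.52 over 11 measured genes (camera adjusted p = 1.93e-11 with a preset correlation, adjusted p = 0.126 with an estimated correlation). The *Clock* message itself did not differ detectably between the genotypes.

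*Clock* (Entrez 12753) had an intensity of 1118.5 ± 19.7 (SD, n = 2) in mutant and 1158 ± 45.3 (SD, n = 3) in wild-type skin, a log2 difference of -0.05 (SE 0.093, adjusted p = 0.879). Its 4 probe sets differed by -0.53 to 0.25 and none passed the adjusted threshold. The position of these probe sets relative to the skipped exon was not tested, so their values do not check the genotype.

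Among the E-box and D-box clock genes, *Per3* (Entrez 18628) fell by 1.64 (SE 0.17, adjusted p = 0.0144) and *Per2* (Entrez 18627) fell by 1.17 (SE 0.146, adjusted p = 0.0321) on the log2 scale. The other *Per3* and *Per2* probe sets were also lower, without passing the threshold, and with the mean of its probe sets *Per3* was at -1.05 (adjusted p = 0.134). *Dbp*, a D-box activator used as a marker of clock output, had a log2 difference of -1.32 at its brighter probe set (SE 0.229, adjusted p = 0.115) and of -1.54 at the other (SE 0.2, adjusted p = 0.036), so that its probe sets disagreed on the call. *Ciart* (-1.15), a repressor of CLOCK and BMAL1, *Cry2* (-0.71), a further repressor, and *Nr1d2* (-0.52), a REV-ERB nuclear receptor, had negative differences that missed the threshold. So did the PAR bZIP factor *Tef* (-0.47 at its brighter probe set, adjusted p = 0.187), the repressor *Bhlhe40* (-0.46), *Per1* (-0.44) and *Hlf* (-0.21), another PAR bZIP factor, whose value was 0.02 without *Clock* mutant replicate 1. The other *Tef* probe set was at -2.97 (SE 0.675, adjusted p = 0.218), with a mutant intensity of 39.1, below the filter of 56.7. Over the alternatives *Tef* ranged from -1.72 to -0.39. *Bhlhe40*, whose groups overlapped, ranged from -0.77 to -0.15. *Nr1d1*, the REV-ERB alpha gene, had the opposite sign, with an intensity of 447 ± 27.4 (SD, n = 2) in mutant and 286 ± 24.9 (SD, n = 3) in wild-type skin (log2 difference 0.65, SE 0.141, adjusted p = 0.2). The labels used here give no time of day of collection, on which the level of clock genes depends. *Bhlhe41* was too dim to test, at mean intensities of 50.4 and 51.5.

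Of the 11 measured E-box and D-box genes, 0 rose and 2 fell after adjustment over all probe sets, and 1 rose and 9 fell when adjusted over the list alone. The study treats most of these genes as CLOCK-regulated and measured such genes in skin of this genotype by Q-PCR, so the list is not independent evidence of its direction. The set was lower by camera (adjusted p = 1.93e-11) and by fry (adjusted p = 0.0239), with 10 of 11 genes negative. The unadjusted p was 0.0049 and the adjusted p was 0.126 with an estimated correlation. That estimate was -0.033, below the preset 0.01, so the larger p does not show correlation among these genes.

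**Figure D1:**
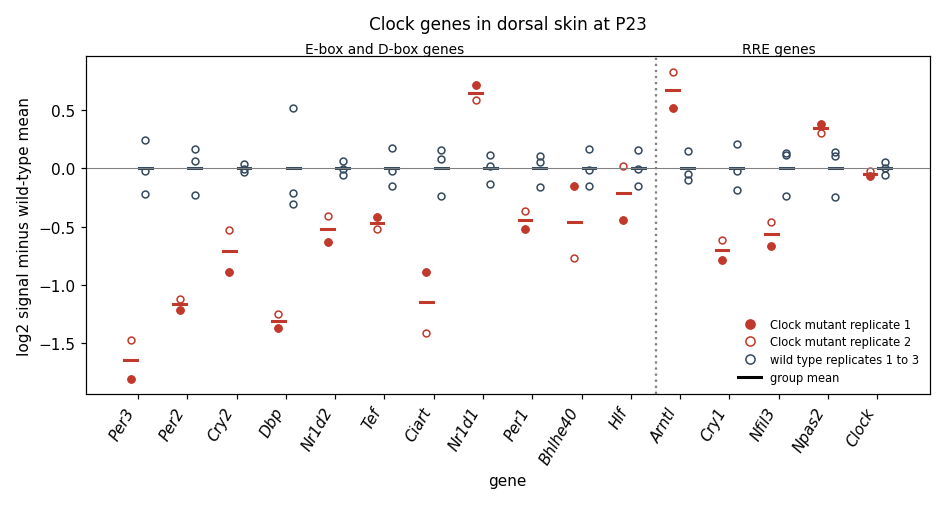
Each point is the log2 intensity of 1 array minus the wild-type mean of that gene (vertical axis) for the clock genes named on the horizontal axis; red points are *Clock* mutant arrays (filled, replicate 1), blue points are wild-type arrays and bars are group means. *Per3* and *Per2* lie 1.64 and 1.17 below the wild-type mean at their bars, while *Nr1d1* and *Arntl* lie 0.65 and 0.68 above it.

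The genes with RREs, the elements bound by REV-ERB repressors, did not move one way. *Arntl*, which encodes BMAL1, had a log2 difference of 0.68 (SE 0.132, adjusted p = 0.158) and *Npas2*, a relative of *Clock*, one of 0.34. The other *Arntl* probe set differed by 0.10 (adjusted p = 0.928), and *Arntl* ranged from 0.392 to 0.835 over the alternatives. The repressor *Cry1* (-0.69, SE 0.15, adjusted p = 0.197) and the bZIP repressor *Nfil3* (-0.57) were negative. None of the 5 measured genes passed after adjustment over all probe sets, and 1 rose and 2 fell when adjusted over the list alone. The set had a median of -0.05 (camera adjusted p = 0.604, 0.795 with an estimated correlation; fry adjusted p = 0.759), while fry's test for change in either direction gave p = 1.59e-05.

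Outside the clock lists, *Gsta3* (Entrez 14859) fell by 2.97 on the log2 scale (SE 0.217, adjusted p = 0.0058). Its mutant intensity of 40.5 lay below the filter of 56.7, so that the size of the fall is imprecise, and with log2 of the intensity plus 32 *Gsta3* was at -2.27 (adjusted p = 0.0052). *Mylk4*, a myosin light chain kinase family member, fell by 2.26 (SE 0.208, adjusted p = 0.0092) and *Cxcl13*, a chemokine that attracts B cells, fell by 1.79 (SE 0.203, adjusted p = 0.0207). *Fmo2*, a flavin-containing monooxygenase, fell 2.82-fold (adjusted p = 0.0058), and all 4 of its probe sets passed. *Slc25a25*, a mitochondrial ATP and phosphate carrier, fell by 1.36 (adjusted p = 0.0355) and *Nr4a1*, an orphan nuclear receptor induced as an immediate early gene, fell by 1.32 (adjusted p = 0.0299). *Akr1c14*, an aldo-keto reductase that acts on steroids, fell by 1.00 (adjusted p = 0.0481), and *Lonrf3*, a RING finger protein gene, fell by 0.95 (adjusted p = 0.0355). The other probe set was at -1.38 for *Cxcl13* (adjusted p = 0.115), at -0.66 for *Lonrf3* (adjusted p = 0.469) and at -0.01 for *Slc25a25* (adjusted p = 0.988), so that the probe sets of these genes disagreed on the call. With the mean of its probe sets *Slc25a25* was at -0.69 (adjusted p = 0.188).

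3 named genes rose. *Fbn2*, a fibrillin of microfibrils, rose from 172 ± 27.9 (SD, n = 3) to 446 ± 54.5 (SD, n = 2), a log2 difference of 1.39 (SE 0.186, adjusted p = 0.0446), and its other probe set differed by 0.64 (adjusted p = 0.312). *Cldn10*, a tight junction claudin, rose by 1.08 (SE 0.101, adjusted p = 0.0094). *Eln*, elastin, rose by 0.82 (SE 0.083, adjusted p = 0.0144) at 1 probe set and differed by 0.22 at the other (adjusted p = 0.619), and was at 0.52 with the mean of both (adjusted p = 0.11). A further 7 genes named by the rule missed the adjusted threshold at unadjusted p under 0.001. These were the microfibril genes *Mfap4* (0.59, adjusted p = 0.0506) and *Ltbp2* (0.63), the muscle genes *Casq2* (1.09), a calcium store protein, *Myom3* (0.65), of the sarcomere, and *Lmcd1* (0.47), a LIM protein, the transferrin receptor gene *Tfrc* (0.83), and *Cyp2g1* (0.77), a cytochrome P450.

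**Figure D2:**
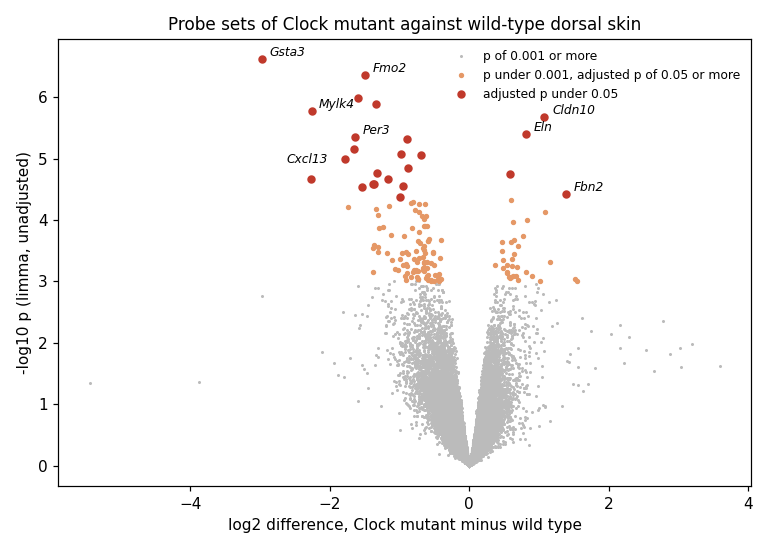
Each point is 1 of 27022 probe sets, with the log2 difference between *Clock* mutant and wild-type skin on the horizontal axis and the unadjusted p of limma, as -log10, on the vertical axis; red points passed the adjusted threshold and orange points had an unadjusted p under 0.001 only. Of the 24 red points, 20 lie to the left, among them *Gsta3*, whose mutant intensity of 40.5 lay below the filter of 56.7.

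At the adjusted threshold, 24 of 27022 probe sets passed, 4 higher and 20 lower. At the brightest probe set of each gene, 3 named genes rose and 12 fell. *Dbp* passed only at its dimmer probe set, and 4 probe sets had no gene name here. At an unadjusted p under 0.001, 148 passed against 27 given by chance, a false discovery rate of 18.1%. Of these, 36 were higher and 112 lower, or 75.7% lower (95% Wilson interval 68.2 to 81.9, which treats probe sets as independent). After median centring of the arrays 55 were higher and 96 lower (63.6% lower). In all 148 the groups did not overlap; over all probe sets that share was 27.9%, against 20% given by chance. *Actb* differed by -0.11 (SE 0.062, adjusted p = 0.555), and none of the 6 measured housekeeping genes passed, with a median of -0.06. The 3' to 5' signal ratio of the *Gapdh* control, which rises as RNA breaks down, was 1.06 and 0.988 in *Clock* mutant replicates 1 and 2 and 0.902, 0.86 and 0.955 in wild-type skin. By limma, 0 probe sets passed the adjusted threshold without wild-type replicate 2 (1581 at an unadjusted p under 0.05), without wild-type replicate 3 (2194) or without a trend in the prior (2631), so that no gene's adjusted call held in every fit, while a Cyber-T style test on all arrays gave 58. Leaving out *Clock* mutant replicate 1, wild-type replicate 1 or *Clock* mutant replicate 2 gave 13, 20 and 201.

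The cell cycle regulators that the study followed were lower as a set, with a median of -0.21 over 6 measured genes (camera adjusted p = 0.0299, fry adjusted p = 0.0302). The adjusted p was 0.584 with an estimated correlation, which was -0.16 and so also below the preset 0.01. *Wee1*, a kinase that holds back mitosis and a target of CLOCK and BMAL1, differed by -0.77 (SE 0.152, adjusted p = 0.16). *Cdkn2b* (-0.36) and *Cdkn1b* (-0.23), cyclin-dependent kinase inhibitors, and the growth regulator *Myc* (-0.18) did not pass, nor did *Ccnd1*, cyclin D1 (0.09, with its 3 probe sets at -0.53 to 0.09). *Cdkn1a*, which encodes p21, had a difference of -0.01 (95% interval -0.18 to 0.16), and 0.03 after median centring, while its other probe set was at -0.47 (95% interval -1.16 to 0.23) and the mean of both at -0.24. *Cdkn1b* was at 0.06 without *Clock* mutant replicate 1, *Ccnd1* at -0.13 without that array and at -0.02 without wild-type replicate 2, and *Cdkn1a* at 0.04 and 0.03 without the same arrays. *Cdkn2b* stayed negative over the alternatives, from -0.52 to -0.15. After adjustment over all probe sets 0 members passed, and 1, *Wee1*, was lower when adjusted over the list alone. The study measured these genes by Q-PCR in *Bmal1* knockout skin and cites earlier work for *Wee1* as a target. In telogen it found *Cdkn1a* higher and *Cdkn1b*, *Cdkn2b* and *Myc* not significantly changed. It found *Myc* and *Ccnd1* lower later, when hair growth in the knockouts was delayed. The study therefore gives no shared direction for the list, which joins inhibitors and promoters of the cell cycle. Its genes were picked from the study and are not an independent choice. The preset call was lost without *Clock* mutant replicate 1 (adjusted p = 0.101), *Clock* mutant replicate 2 (0.0633), wild-type replicate 3 (0.0509) or a trend (0.064).

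Genes of the growing hair shaft and root sheath were higher as a set in *Clock* mutant skin, but most of the rise lay in 1 of the 2 mutant mice. Over 18 measured genes the median log2 difference was 0.93 (camera adjusted p = 6.82e-05). The adjusted p was 0.721 with an estimated correlation, and fry gave an adjusted p = 0.641. *Krt25* (3.02), *Krt71* (2.53) and *Krt27* (2.16), inner root sheath keratins, and *Tchh* (1.74), trichohyalin, had the smallest p of the list, and no member passed after adjustment over all probe sets or when adjusted over the list alone. *Krt25* had an intensity of 1080 ± 1206 (SD, n = 2) in mutant and 124 ± 138 (SD, n = 3) in wild-type skin. Relative to the wild-type mean, the median over the list was 1.74 in *Clock* mutant replicate 1, 0.22 in replicate 2, and 0.27, -0.16 and -0.08 in wild-type replicates 1, 2 and 3. Without *Clock* mutant replicate 1 the adjusted p = 0.112, and with a filter at the 60th percentile it was 0.0622. That array came from the male and had a pyruvate carboxylase 3' to 5' ratio of 54.1, against 19.1 to 28.1 on the other 4 arrays, though its 5' intensity of 40.4 lay below the filter, so that the ratio is imprecise. The brighter middle probe set of that control had an intensity of 333 on that array and 355 on *Clock* mutant replicate 2, against 486 to 613 in wild-type skin, and the dimmer one 43.5 and 100.6 against 170 to 194.

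**Figure D3:**
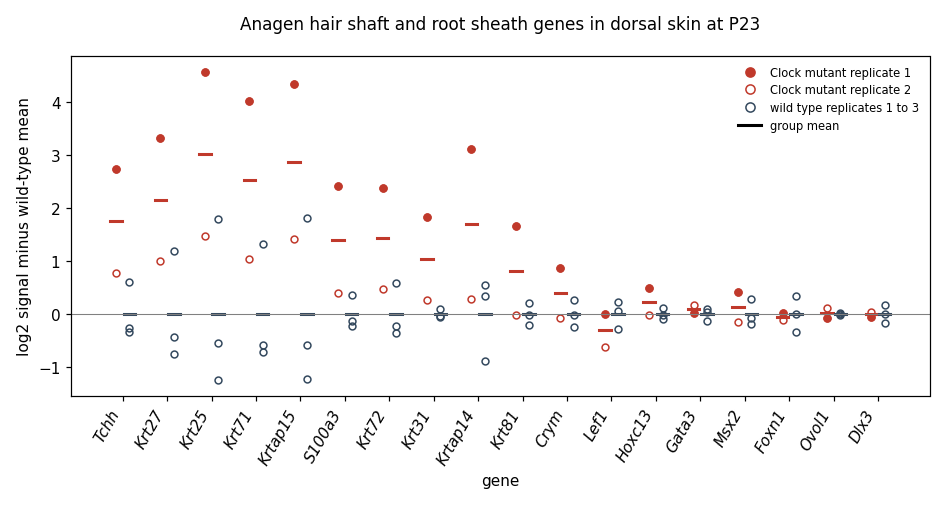
Each point is the log2 intensity of 1 array minus the wild-type mean of that gene (vertical axis) for 18 hair shaft and root sheath genes (horizontal axis); red points are *Clock* mutant arrays (filled, replicate 1), blue points are wild-type arrays and bars are group means. *Clock* mutant replicate 1 has a median of 1.74 over the genes, against 0.22 for *Clock* mutant replicate 2 and 0.27 for wild-type replicate 1.

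Oxidative phosphorylation genes, of the respiratory chain and ATP synthase, were slightly higher as a set (median 0.15, all 23 measured genes positive, camera adjusted p = 4.40e-05). The adjusted p was 0.764 with an estimated correlation, which was 0.812, and fry gave an adjusted p = 0.659. The complex I genes *Ndufs3* (0.21) and *Ndufa8* (0.26) had the smallest p, and no member passed after adjustment over all probe sets or over the list alone. Without *Clock* mutant replicate 1, the array with the ratio of 54.1, the median was 0.02 (adjusted p = 0.701), and without *Clock* mutant replicate 2 it was 0.24. The proliferation genes had a median of 0.12 over 29 members, 24 of them positive, and did not pass (camera adjusted p = 0.159, 0.928 with an estimated correlation), nor did any member, such as *Ccna2*, cyclin A2 (0.40), or the replication gene *Mcm7* (0.13). Their direction turned with a single array: the median was -0.18 (adjusted p = 3.01e-06) without *Clock* mutant replicate 1 and 0.50 (adjusted p = 3.94e-11) without *Clock* mutant replicate 2, and it was 0.17 (adjusted p = 0.0281) without wild-type replicate 1. These calls used the preset correlation, and the adjusted p was 0.708, 0.665 and 0.854 with an estimated correlation.

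Immediate early genes, which respond quickly to stimuli, and glucocorticoid responsive genes were lower as sets in *Clock* mutant skin. Over 13 immediate early genes the median was -0.36 with 12 negative (camera adjusted p = 4.70e-07). The adjusted p was 0.584 with an estimated correlation, and fry gave an adjusted p = 0.322. The median was -0.16 without *Clock* mutant replicate 1 (preset adjusted p = 1.48e-04, 0.575 with an estimated correlation), -0.56 without *Clock* mutant replicate 2, -0.58 without wild-type replicate 2 and -0.22 without wild-type replicate 3. *Nr4a1* fell after adjustment over all probe sets, and 6 members fell when adjusted over the list alone, among them the transcription factor genes *Atf3* (-0.71) and *Jun* (-0.69) and the phosphatase gene *Dusp1* (-0.51). All 11 glucocorticoid responsive genes were negative, with a median of -0.27 (camera adjusted p = 3.94e-08), and of -0.47 with the mean of each gene's probe sets. The adjusted p was 0.584 with an estimated correlation, and fry gave an adjusted p = 0.322. None fell after adjustment over all probe sets and 6 fell when adjusted over the list alone, among them *Errfi1* (-0.90), a feedback inhibitor of EGFR, *Tsc22d3* (-0.66), which encodes the leucine zipper protein GILZ, *Per1*, and *Fkbp5* (-0.27), a co-chaperone of the receptor. The list shares *Per1* and *Cdkn1a* with the clock and cell cycle lists. *Gapdh* control ratios of both mutant arrays lay above all wild-type ratios.

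Markers of macrophages and Langerhans cells were lower as a set (median -0.10 over 10 genes, camera adjusted p = 0.0244). The adjusted p was 0.721 with an estimated correlation, and fry gave an adjusted p = 0.641. None passed after adjustment over all probe sets, and 2 fell when adjusted over the list alone, the complement genes *C1qa* (-0.51) and *C1qc* (-0.33). The median was -0.29 without *Clock* mutant replicate 1 (adjusted p = 5.67e-06, 0.494 with an estimated correlation) and -0.06 after median centring. The call was lost without *Clock* mutant replicate 2 (median 0.06, adjusted p = 0.828), wild-type replicate 3 (adjusted p = 0.0578) or a trend (0.064).

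No other list passed by camera. Endothelial markers had a median of 0.12 (adjusted p = 0.123), and 2 of 6 rose when adjusted over the list alone, the receptor gene *Tek* (0.41) and the claudin gene *Cldn5* (0.33). BMP and TGF beta pathway genes had a median of -0.12 (adjusted p = 0.0787), with 1 member higher and 1 lower when adjusted over the list alone, *Tgfb2* (0.70) and *Bmp4* (-0.38), both secreted ligands. Without wild-type replicate 3 the BMP and TGF beta pathway genes passed as lower (-0.21, adjusted p = 0.0193, 0.767 with an estimated correlation). Their median was -0.08 without wild-type replicate 1 and -0.06 without wild-type replicate 2 (adjusted p = 0.255). It was -0.14 without *Clock* mutant replicate 1 and -0.04 without *Clock* mutant replicate 2. Mast cell markers had a median of -0.07 (adjusted p = 0.604), with the protease gene *Mcpt4* (-0.30) lower when adjusted over the list alone and *Cma1*, mast cell chymase, at 0.21. Among dermal fibroblast markers *S100a4* (0.37), a calcium-binding protein gene, was higher when adjusted over the list alone, and the intermediate filament gene *Vim* was at -0.12. That list had a median of -0.02, a mean of 0.01 and a downward camera sign (adjusted p = 0.844), and its median was 0.03 after median centring. Basal keratinocyte markers had a median of -0.01 (adjusted p = 0.978) with an upward sign by fry, and 0.03 after median centring. Brown adipocyte markers, with the muscle and brown fat genes *Cox8b* (0.41) and *Cox7a1* (0.47), had a median of 0.41 (adjusted p = 0.198). That median was 0.16 without *Clock* mutant replicate 1 and 0.18 without *Clock* mutant replicate 2. It was 0.33, 0.35 and 0.21 without wild-type replicates 1, 2 and 3, and *Cox7a1* ranged from 0.16 to 0.79 over the alternatives.

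The remaining lists also missed the threshold on all 5 arrays, and no member passed after adjustment over all probe sets or over the list alone. Their medians were 0.15 for hedgehog pathway genes (adjusted p = 0.784), 0.10 for hair germ and bulge genes (0.807), -0.09 for heat and cold responsive genes (0.271), 0.03 for genes next to *Clock* (0.604) and -0.03 for cornified and suprabasal epidermis (0.807). They were -0.05 for sebaceous gland (0.236), -0.05 for skeletal muscle of the panniculus carnosus (0.0787), -0.07 for white adipocytes (0.0787), -0.03 for T and B cells (0.807), -0.04 for Schwann cells (0.604) and -0.22 for melanocytes (0.0685). Some passed as lower with the preset correlation and 1 array left out. Without *Clock* mutant replicate 1 these were melanocytes (-0.51, adjusted p = 7.67e-05), white adipocytes (-0.26, adjusted p = 1.28e-04) and skeletal muscle of the panniculus carnosus (-0.11, adjusted p = 9.48e-04), in a fit that leaves a single mutant array. With an estimated correlation the adjusted p was 0.575, 0.575 and 0.708. Without wild-type replicate 1 it was white adipocytes (adjusted p = 0.042), and without wild-type replicate 2 melanocytes (adjusted p = 0.0174), skeletal muscle (adjusted p = 0.0147) and sebaceous gland (adjusted p = 0.0441). With an estimated correlation the adjusted p was 0.826 for the first fit and 0.68 for each list of the second. The single measured blood gene differed by -0.01. Of the 26 lists, 7 passed with the preset correlation, 0 passed by adjusted p with an estimated correlation and 2 passed by fry, the E-box and D-box genes and the cell cycle regulators.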

Values the study reported

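For the skin of *Bmal1* knockout mice, a different mutant profiled on other arrays, the study reported 339 differentially expressed probe sets. Against heterozygous littermates, it gave a decrease of about 15-fold for *Nr1d1* and, by Q-PCR, an increase of 2.5-fold for *Cdkn1a*. Its threshold for those arrays was a Cyber-T *P*-value of 0.001.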

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

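The tests of explanations and of other splits of the arrays in this part were chosen after the results were seen. The 3' to 5' signal ratios of control probe sets, which no comparison of the report uses, lay above every wild-type ratio for the *Gapdh* control in *Clock* mutant replicate 1 (1.055) and replicate 2 (0.988), for the beta-actin control in replicate 1 (1.214) and replicate 2 (1.228), and for the pyruvate carboxylase control in replicate 1 (54.1). The wild-type ratios were 0.86 to 0.955, 1.143 to 1.203 and 19.1 to 28.1. The pyruvate carboxylase ratio of *Clock* mutant replicate 2 was 27.8, within the wild-type range. The ratio of 54.1 divides by a 5' intensity of 40.4, below the filter of 56.7, and is imprecise. The pyruvate carboxylase middle probe sets, which were not dim in wild-type skin, were also lower on both mutant arrays, the brighter at 333 and 355 against 486 to 613 and the other at 43.5 and 100.6 against 170 to 194, and lower RNA integrity in the mutants stays open. Groups of 2 and 3 arrays are too small for a test of single outlying arrays.

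Hair shaft and root sheath genes had a median log2 difference of 0.93, and without *Clock* mutant replicate 1 it was 0.22 (adjusted p = 0.112), consistent with a pattern that rests mainly on 1 mouse. Mice of 1 genotype may also differ in follicle stage, since wild-type replicate 1 lay 0.41 above the other 2 wild-type arrays by the median over the list, against 0.22 for *Clock* mutant replicate 2 over the wild-type mean. *Clock* mutant replicate 2 lay above all 3 wild-type arrays for 5 of 18 genes. A random order of these arrays would also place it on top for some genes, so the 5 are not read as evidence for genotype. The arrays are too few to decide on an effect of genotype, which stays open. The study noted slightly earlier hair cycle progression in males among its knockout mice and their littermates. Neither the sex of *Clock* mutant replicate 1 nor its pyruvate carboxylase ratio was separated from that mouse by any test.

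*Nr1d1* had a log2 difference of 0.65 while the other 10 measured E-box and D-box genes were negative. Signal from *Thra*, the gene that overlaps *Nr1d1* on the other strand, is argued against as the whole cause, since the highest upper 95% limit of its 3 probe sets was 0.399. Collection at another time of day could shift *Nr1d1* apart from the others and stays open, because 0 of 5 labels give a time of collection. The study's methods state an afternoon collection window for its time-course arrays and no time for the *Clock* mutant mice. An effect of the *Clock* allele on *Nr1d1* also stays open.

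Of the 148 probe sets at an unadjusted p under 0.001, 75.7% were lower. More were lower than higher under each of 3 scalings, with a lowest share of 63.6% after median centring (95% Wilson interval from 55.7). That interval treats probe sets as independent, although they share the same arrays and some share a gene. It therefore cannot decide on scaling of the arrays, which stays open as a cause. Lower RNA integrity in the mutant samples may contribute and cannot be told apart from genotype. The median difference over the lower probe sets was -0.70 in *Clock* mutant replicate 2 and -0.85 in replicate 1. These probe sets were selected as lower and their groups did not overlap. Negative medians in both arrays therefore follow from the selection and cannot decide between RNA integrity and genotype. The *Gapdh* and beta-actin ratios of both mutant arrays lay above all wild-type ratios. The pyruvate carboxylase ratio did so in *Clock* mutant replicate 1 only, and that of replicate 2 (27.8) lay within the wild-type range. Genotype stays open as a biological explanation.

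The 5 arrays make 10 splits into 2 and 3, too few for a share under 0.05. Only the real split, 1 of 10, gave as many as 24 probe sets at the adjusted threshold, where the highest of the others gave 0, and 1 of 10 gave as many as 148 at an unadjusted p under 0.001, where the highest of the others gave 80. At an unadjusted p under 0.05, wild-type replicates 2 and 3 against the rest gave 2918, as many as the real split.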

How the results depend on the processing

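The alternatives were planned, but the Cyber-T style test was first run averaging standard deviations. It was changed to average variances only after that count on these arrays had been seen, and the first version was kept as an addition. The E-box and D-box set stayed lower and past the threshold in all 14 alternatives that test lists (adjusted p from 4.61e-15 to 1.40e-08), as did the immediate early and glucocorticoid responsive sets, and the RRE set and *Clock* stayed short of it. These are calls with the preset correlation, and the adjusted p = 0.126, 0.584 and 0.584 for the 3 sets with an estimated correlation. The estimates were -0.033, 0.349 and 0.533. Lists that missed the threshold passed it in 6 of 14 alternatives for melanocytes, 4 for white adipocytes, 3 for skeletal muscle, 2 for BMP and TGF beta pathway genes, 2 for proliferation genes beside the reversal given below, and 1 each for sebaceous gland and heat and cold responsive genes. The 24 probe sets at the adjusted threshold became 10 without a filter, where more probe sets were tested, 0 without a trend, 58 with the Cyber-T style test and 324 with its version averaging standard deviations, which gave 79.55 false calls per simulated run. The 148 at an unadjusted p under 0.001 became 60 without a trend and 388 with that version. Leaving out 1 array gave 0 to 201 and 60 to 377. With 1 mutant array left, that array is assumed to vary like the wild-type ones, and a sex term gives the fit without *Clock* mutant replicate 1. Replicate numbers 1 and 2 occur in both groups, and the deviations of same-numbered arrays correlated by 0.008 and 0.099. The deviations of the mutant arrays mirror each other, as with 0.008 and -0.008 against wild-type replicate 1. These values therefore cannot decide whether the numbers mark pairs, which stays open. The main fit did not use them as pairs. With the replicate block, where wild-type replicate 3 has no partner, 106 and 269 probe sets passed.

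These directions reversed, and the cause was not tested; of the reversals, the test passed in that of the proliferation genes alone. Median centring gave 0.033 for basal keratinocytes, 0.025 for dermal fibroblasts and 0.034 for *Cdkn1a*. The camera sign turned without a filter for basal keratinocytes (-0.008) and dermal fibroblasts (-0.016), at the 60th percentile for hair germ and bulge genes (0.072), and with the mean of a gene's probe sets for dermal fibroblasts (-0.029), where *Ccnd1* was at -0.134. The replicate block gave 0.014 for cornified epidermis, 0.025 for dermal fibroblasts and 0.051 for T and B cells. Leaving out 1 array gave -0.178 (adjusted p = 3.01e-06) to 0.495 for proliferation genes, -0.026 to 0.241 for hedgehog pathway genes, 0.031 to 0.138 for hair germ and bulge genes, -0.046 to 0.014 for cornified epidermis, -0.078 to 0.087 for basal keratinocytes, -0.093 to -0.006 for sebaceous gland, -0.063 to 0.025 for dermal fibroblasts and -0.258 to 0.064 for white adipocytes. It gave -0.097 to 0.051 for T and B cells, -0.124 to -0.004 for Schwann cells, -0.512 to 0.075 for melanocytes, -0.522 to 0.057 for *Cdkn1b*, -0.439 to 0.017 for *Hlf*, -0.126 to 0.296 for *Ccnd1* and -0.053 to 0.039 for *Cdkn1a*. Some medians kept their sign while the sign of camera turned, as for sebaceous gland without *Clock* mutant replicate 1 (-0.006). Other medians changed sign in lists that are not counted as reversed. Mast cells were at 0.033 without *Clock* mutant replicate 2 and at 0.021 without wild-type replicate 3. Genes next to *Clock* were at -0.026 without *Clock* mutant replicate 1 and at -0.016 without wild-type replicate 1. Macrophages and Langerhans cells were at 0.061 without *Clock* mutant replicate 2. Signal over background was not tested for single probe sets, since detection calls were not used here, and noise at low intensity limits what can be called.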

Other observations

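The gene families in this paragraph and the next were chosen after the values were seen, so their counts are not independent evidence. Among 81 measured genes of drug-metabolising enzyme families, 9 were lower in *Clock* mutant skin at an unadjusted p under 0.001 against 0.36 given by their share of the 12955 genes (Fisher's exact test, p = 6.53e-11, over genes that are not independent of each other), and 1, *Cyp2g1*, was higher. Of the 9, *Gsta3*, *Fmo2*, *Akr1c14* and *Fmo1* fell at the adjusted threshold. *Fmo1*, a flavin-containing monooxygenase, fell by 0.88 (SE 0.104, limma adjusted p = 0.0277). *Aldh1a1*, a retinaldehyde dehydrogenase, had intensities of 2239 ± 161 (SD, n = 2) in mutant and 3708 ± 369 (SD, n = 3) in wild-type skin (log2 difference -0.73, limma adjusted p = 0.0506), and *Cyp2f2*, a cytochrome P450, differed by -1.33 (limma adjusted p = 0.055). Over all 81 genes the median was -0.04, with 33 positive and 48 negative.

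Of 17 measured elastic fibre genes, 4 were higher at an unadjusted p under 0.001 against 0.04 given by their share (Fisher's exact test, p = 4.07e-08), namely *Eln*, *Fbn2*, *Mfap4* and *Ltbp2*. *Efemp1*, a fibulin, was at -0.41 and was the 1 member lower at that threshold. Over all 17 the median was 0.19, with 10 positive and 7 negative. *Tspan4*, a tetraspanin gene outside the 10 largest falls, fell by 0.89 (SE 0.092, limma adjusted p = 0.0144).

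*Nr1d1* was 1.57-fold higher in *Clock* mutant skin here, without passing the adjusted threshold (limma adjusted p = 0.2). The value quoted from the study above is for *Bmal1* knockout skin and has the opposite direction. *Cdkn1a* differed by 1.00-fold here at its brighter probe set, with upper 95% limits of 0.16 and 0.23 on the log2 scale at its 2 probe sets. That is lower than the value quoted from the study above, which is from Q-PCR of *Bmal1* knockout skin. CLOCK-regulated genes were also measured by Q-PCR in *Clock* mutant skin by the study, and those values were not used here. The Cyber-T style test called 154 probe sets at an unadjusted p under 0.001, fewer than the count quoted from the study above. Its first version called 388, which is more. At that threshold the first version gave 131.7 false probe sets per simulated run, against 45.2 after the change, so its count carries less weight. The study's count is for *Bmal1* knockout skin on other arrays, and the comparison is left open for that reason.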
